A study of Mus musculus with 12 samples.

How the data were processed

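Total RNA of mouse hearts was sequenced in 12 libraries, 3 each of male floxed, male cardioGRKO, female floxed and female cardioGRKO mice by their titles. Per the labels, the RNA was extracted with Trizol and RNeasy columns, and libraries were made with an Illumina TruSeq kit and read on a NextSeq500. The log2 values analysed are those deposited by the authors in 1 table of 24918 genes and 12 libraries. Per the submitters' processing notes, reads were trimmed with Trim Galore, aligned with TopHat2 to build mm9 and counted with HTSeq, and the authors normalized them with DESeq2 and took log2 values. No versions are given. The deposited log2 values reach down to -2.20, 4895 genes are listed at 0 in all libraries, and differences of genes with few reads are small, from which shrinkage of the regularized logarithm kind was inferred. No header states it. Counts and sequencing depth could therefore not be recovered, and the precision given is the spread between libraries. Each library's values on a linear scale are led by Myh6, the cardiac myosin heavy chain, at 2.68% to 2.90% of their sum.

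Genes with a value of at least log2 of 10 in at least 3 of the 12 libraries were tested, 14721 in all. Symbols that a spreadsheet had turned into dates (27) were restored through their Entrez identifiers. Of the symbols, 369 occurred more than once, and 8 repeated rows were among those tested. All columns of the table were used. One linear model with 1 mean per group over the 12 libraries (8 residual degrees of freedom) was fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and an intensity trend. Every adjusted p for a gene is limma's two-sided p after Benjamini-Hochberg adjustment over the genes tested, called under 0.05. The contrasts were cardioGRKO minus floxed in males and in females, the difference of these, their average, and female minus male within each genotype. Nr3c1 was also given an exact two-sided permutation test. Overlaps of calls were tested with Fisher's exact test, and the changes in both sexes were correlated across genes.

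Lists of genes (25) and of cell type markers (15) were fixed with the tests before the data were examined. Of these, 36 had at least 5 tested genes and were tested with limma's camera at its preset correlation of 0.01, adjusted over the lists of a contrast. Camera with an estimated correlation and fry, which asks whether the list changes at all rather than more than other genes, were run beside it. The list tests of the sex comparisons, and a list of 26 tested epithelial genes, were added after the data were seen. The named genes were chosen by a rule. They are Nr3c1 and, for each sex and the average, the 10 called genes with the largest rise and the 10 with the largest fall among those whose cardioGRKO libraries all lay on 1 side of the floxed ones. For the other contrasts they are the 10 called genes with the largest effect in each direction. From each list they are up to 4 called members with the smallest p, or otherwise up to 2. Gene models without a proper symbol were not named. Genes named outside the rule, such as Fkbp5, Myh7, Nppb in single sexes, Kcna5 in males and the epithelial genes, were chosen after their values were seen.

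The scripts were tested on simulated data with known answers. For the male comparison, 24%, 98% and 100% of 50 genes changed by 0.1, 0.25 and 0.5 log2 were recovered among 14721 genes, with 3 unchanged genes called. For the interaction, 10%, 90% and 98% were recovered, with 5 unchanged genes called. In a separate check of the lists, a list of 29 genes shifted by 0.05 was called and 0 of 35 other lists. Alternatives changed 1 choice at a time. They covered no filter and a filter at log2 of 50, quantile normalization, median centring, moderation without the trend or robust, library weights, a minimum fold of 1.2, the replicate number as a block, fits within 1 sex and leaving out each library. After the data were seen, alternatives without the 2 libraries labelled female floxed with high Krt12 and with an epithelial score as a covariate were added. Random steps used the seed 1.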

Results

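RNA of mouse hearts was sequenced in 12 libraries from males and females on a C57BL/6 background at 2 months of age without treatment. By their titles, 6 libraries came from floxed mice, in which the gene of the glucocorticoid receptor (Nr3c1) is flanked by loxP sites and left in place, and 6 from cardioGRKO mice, in which the receptor is deleted in cardiomyocytes. This gave 4 groups of 3 libraries. By the titles only cardioGRKO mice carry the transgene αMHC-Cre. An effect of Cre can therefore not be told apart from one of the deletion in any contrast of genotype. The genotype field of the labels reads wild-type for all 12, so the groups rest on the titles. The questions, from the series title and design text, were which transcripts differ when cardiomyocytes lack the receptor and whether the difference depends on sex. The values are the authors' log2 values after DESeq2 normalization, 1 per gene and library. Sequencing depth cannot be read from them, because they are normalized between libraries. The labels do not say that the libraries of a group are separate animals, so every p-value below measures only the spread between these libraries, which may be technical. That spread was small, with a median within-group SD of 2.17% in male floxed libraries at log2 levels of 10 to 11, which lets limma call differences of a few percent.

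Nr3c1 (Entrez 14815), the targeted gene, was read first because it checks the labels. In males it was 11.41 ± 0.015 (SD, n = 3) in floxed and 10.85 ± 0.027 in cardioGRKO libraries on the log2 scale, a change of -0.56 (SE 0.024), which leaves 67.8% of the floxed level (limma, adjusted p = 2.4e-11). The libraries labelled female floxed had 10.74 ± 0.034 and those labelled female cardioGRKO 10.88 ± 0.029 (n = 3 each). There the gene was 0.14 higher under the cardioGRKO label, at 110% of the floxed level (limma, adjusted p = 0.00038). This direction is the opposite of the one the labels imply. In both sexes all 3 cardioGRKO libraries lay on 1 side of all 3 floxed libraries, and the exact two-sided permutation test gave p = 0.1, the smallest that 3 against 3 libraries allow. The male and the female change differed by -0.70 (SE 0.034, adjusted p = 1.1e-10). The libraries labelled female floxed had less Nr3c1 than male floxed libraries by -0.67 (adjusted p = 1.4e-12), while the 2 cardioGRKO groups differed by 0.030 (adjusted p = 0.41). A gene total from whole hearts also counts transcripts of cells that keep the receptor, and the files do not resolve the deleted exons. Male floxed libraries had the highest Nr3c1 level, at 11.41, against 10.74 to 10.88 in the other groups. The difference between the floxed groups cannot say which of them is atypical. An atypical male floxed group was not tested. All directions given for the libraries labelled female follow their labels, which the Nr3c1 difference between them puts in question but does not settle.

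Sex-linked genes matched the sex labels in all 12 libraries. Xist, the RNA that coats the inactive X chromosome, averaged 8.34 in males and 13.56 in females. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were at 11.02, 10.77, 8.39 and 8.74 in males and at 7.64, 7.59, 6.90 and 7.03 in females. These genes do not reach the floor in females, so differences of genes with few reads may be understated, which was not tested. All folds are on the deposited scale.

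Epithelial transcripts set a pair of libraries apart. Krt12, a keratin of the corneal epithelium, stood at 13.13 and 13.98 in the libraries labelled female floxed 1 and 2 and at 8.35 in the third, while the other libraries ranged from 7.16 to 8.49. Krt5 and Aldh3a1, a basal keratin and an abundant corneal enzyme, followed the same course, at 12.19, 13.11 and 7.79 and at 12.11, 12.99 and 7.81 in the 3 libraries labelled female floxed. A list of corneal and stratified epithelium was drawn up after these values were seen. Of its 26 tested genes 25 were called lower and 0 higher in the libraries labelled female cardioGRKO (25 and 1 adjusted over the list alone), with a median of -0.70, against 2 higher and 0 lower in males. The 26 genes ranged by a median of 1.26 among the libraries labelled female floxed and by at most 0.060 within the other groups. The -0.70 is therefore not a uniform difference between the groups.

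**Figure D1:**
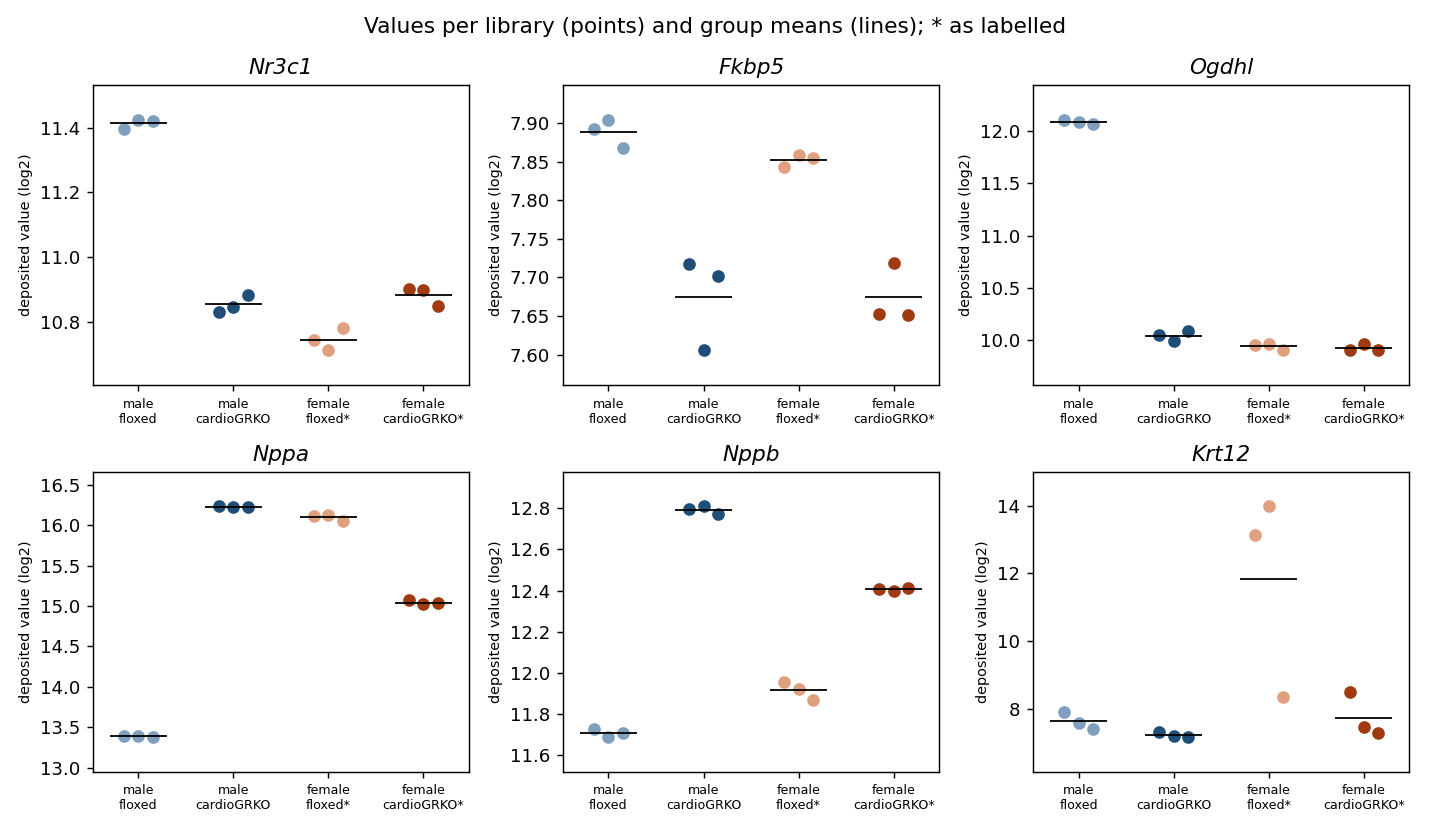
Values of 6 genes on the deposited log2 scale (vertical axes) in each of the 12 libraries (points, replicates 1 to 3 from left to right) with the mean of each group of 3 (lines); an asterisk marks groups named as labelled. Nr3c1 falls from 11.41 to 10.85 between the male groups and is 10.74 and 10.88 in the groups labelled female, Fkbp5, a receptor target, is lower in both cardioGRKO groups, and Krt12 is high in only 2 libraries labelled female floxed.

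The comparison of male cardioGRKO with male floxed hearts asked what differs with the deletion, and with the Cre transgene, in males. The largest rises were of genes of atrial muscle. Nppa, which encodes atrial natriuretic peptide, rose 7.16-fold, from 13.39 ± 0.008 to 16.23 ± 0.003 (SD, n = 3 each). Bmp10, a growth factor made by atrial muscle, rose 5.75-fold and Dkk3, a secreted glycoprotein, 3.49-fold. Myl4 and Myl7, the atrial myosin light chains, rose 3.39-fold and 2.87-fold, Sln, the calcium pump inhibitor sarcolipin, 3.02-fold and Mybphl, a myosin-binding protein, 2.63-fold. Cacna1h, a T-type calcium channel, rose 2.60-fold, Casq1, the calsequestrin of skeletal muscle, 2.58-fold and Cilp2 2.40-fold. The largest fall was that of Ogdhl, a relative of the 2-oxoglutarate dehydrogenase, from 12.09 ± 0.020 to 10.04 ± 0.048 (n = 3 each), a change of -2.04. Ptgds, a prostaglandin D synthase that glucocorticoids induce, changed by -1.10, Cyp26b1, which degrades retinoic acid, by -1.06, Phyhd1 by -1.03, Bdh1, an enzyme of ketone body use, by -0.98 and Csdc2 by -0.94. Mgst1, a glutathione transferase, changed by -0.80, the Z-disc protein myotilin (Myot) by -0.78, the interferon-induced GTPase Iigp1 by -0.67 and Art3 by -0.60. Each of these 20 genes had all 3 cardioGRKO libraries on 1 side of all 3 floxed libraries. Their adjusted p ranged from 6.2e-23 for Nppa to 2.1e-11 for Myot (limma).

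Genes that glucocorticoids induce fell more often than they rose in male cardioGRKO hearts. Of 37 tested members, 17 were called lower and 9 higher (18 and 9 adjusted over the list alone), with a median of -0.056 (camera, adjusted p = 0.013, and 0.037 with an estimated correlation). Sgk1 and Ddit4 fell by 0.38 and 0.47, and Arrdc3 rose by 0.38. Fkbp5, a co-chaperone widely used to read receptor activity, was 7.89 in floxed and 7.67 in cardioGRKO libraries (adjusted p = 5.8e-05). Among receptors, chaperones and ligand enzymes, 4 of 12 fell and 1 rose, including Nr3c1 and Hsd11b1, which regenerates active glucocorticoid (-0.19), without a call for the list (camera, adjusted p = 0.28). Here and in what follows, counts adjusted over the list alone stand second and are given only where they differ from the counts over all genes.

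Some markers of cardiac stress rose in male cardioGRKO hearts, and genes of energy metabolism and the interferon response fell. In the list of fetal and hypertrophy genes, 11 of 19 rose and 6 fell, with a median of 0.15 (camera, adjusted p = 4.2e-05). Without its atrial members, left out after the values were seen, the median of the remaining 16 was 0.058. Ankrd1, a stretch-responsive nuclear protein, rose by 1.06 and Nppb, the B-type natriuretic peptide, from 11.71 to 12.79, whereas Myh7, the slow myosin heavy chain, was 13.86 and 13.85 (adjusted p = 0.86). In fatty acid oxidation 23 of 29 genes fell and 2 rose (24 and 3 adjusted over the list alone; median -0.21, adjusted p = 1.3e-15). Acot1, which frees fatty acids from coenzyme A, Decr1 and the fatty acid transporter Cd36 changed by -0.60, -0.39 and -0.34, and the mitochondrial carrier Ucp2 rose by 0.64. In oxidative phosphorylation 26 of 29 fell and 0 rose, with a median of -0.14 (adjusted p = 1.2e-18), among them Cox7a1 at -0.30 and Uqcrc2 at -0.28. In the interferon list 24 of 25 fell and 0 rose, with a median of -0.21 (adjusted p = 7.1e-16), Irf7 and Oas2 by 0.45 and 0.47. Genes of mitochondrial quality and dynamics fell in 11 of 22 cases and rose in 0 (median -0.075, adjusted p = 0.00028), with Mfn1 at -0.22. All of these calls held with an estimated correlation, at adjusted p between 0.00073 and 0.017.

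Matrix genes rose, with 17 of 35 called higher and 1 lower (median 0.068, camera adjusted p = 2.6e-06, and 0.037 with an estimated correlation), among them Comp at 0.42 and Bgn and Eln at 0.33 each. In the clock list 11 of 20 rose and 3 fell (11 and 4 adjusted over the list alone; median 0.10, adjusted p = 0.0041). Per3, Dbp and Tef, which peak in the daily rhythm opposite to Arntl, rose by 0.63, 0.56 and 0.50, and Arntl, the activator of the clock, fell by 0.38. Targets of p53 rose in 9 of 22 cases and fell in 3 (median 0.049, adjusted p = 0.011), led by Phlda3 at 0.58. Prostaglandin and leukotriene genes rose in 9 of 19 cases, with 2 lower (10 and 2 adjusted over the list alone; median 0.056, adjusted p = 0.0090). Cardiac ion channels and connexins rose in 12 of 26 cases and fell in 9 (13 and 9 adjusted over the list alone; median 0.072, adjusted p = 0.047, but 0.076 with an estimated correlation), with Kcnj5, a potassium channel of atrial muscle, and Gja5, connexin 40, at 0.58 and 0.56. The ion channel call was also lost with the replicate number as a block within sex (camera, adjusted p = 0.058). It was lost too without male floxed 1, male cardioGRKO 2 or male cardioGRKO 3 (0.060, 0.067 and 0.053). Glycolytic genes fell in 10 of 23 cases and rose in 2 (11 and 2 adjusted over the list alone; median -0.036, adjusted p = 0.0027, but 0.088 with an estimated correlation and 0.51 after quantile normalization), with Pfkfb1 at -0.59. The lists of calcium handling (8 higher and 12 lower of 24), sarcomere (8 and 12 of 23, or 8 and 13), inflammatory mediators (2 and 4 of 24), apoptosis (1 and 6 of 24) and antioxidant genes (3 and 6 of 22) were not called. After quantile normalization, however, sarcomere was called higher in males, with a median of 0.046 in place of -0.049 (adjusted p = 0.0023). Not called either were the lists of the integrated stress and unfolded protein response (8 and 1 of 23), immediate early genes (4 and 3 of 24), proliferation (3 and 2 of 23), sex-linked genes (2 and 3 of 10, or 3 and 3), sex steroid receptors and targets (2 and 2 of 8, or 3 and 2) and cytosolic ribosomal proteins (3 and 1 of 30, or 2 and 1). Within these lists Ryr2, the calcium release channel of the heart, fell by 0.37, and Gpx3, an extracellular glutathione peroxidase, rose by 1.04.

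Markers of several cell types moved in the same comparison. Of 10 atrial markers 9 rose and Kcna5 fell, with a median of 1.56 (camera, adjusted p = 6.3e-21). Of 15 general cardiomyocyte markers 11 fell and 2 rose (12 and 2 adjusted over the list alone). Their median was -0.12 (camera, adjusted p = 2.8e-06, but 0.085 with an estimated correlation), and 0 after quantile normalization. That method gives a gene of the same rank in all libraries an equal value, as for Myh6, the highest in each. A median of 0 after it, here and below, can therefore not show that a change is absent. Markers of epicardium and mesothelium rose in 4 of 7 cases with 0 lower (median 0.17, adjusted p = 0.0013), Upk3b by 0.52. Fibroblast markers rose in 6 of 12 with 0 lower (7 and 2 adjusted over the list alone; 0.11, adjusted p = 0.0087). B cell markers rose in 6 of 6 (0.11, 4.2e-05), led by the kinase Blk at 0.71, and skeletal muscle markers in 4 of 6 with 0 lower (0.086, 0.0047), led by the fast calcium pump Atp2a1 at 0.35. Endothelial markers fell in 10 of 12 cases with 1 higher (11 and 1 adjusted over the list alone; median -0.15, adjusted p = 4.5e-06), Ly6c1 by 0.34, although Vwf rose by 0.31. Markers of smooth muscle and pericytes fell in 7 of 10 (-0.17, 0.0012), although Acta2 rose by 0.33. Macrophage (2 higher and 1 lower of 13), T and NK cell (0 and 1 of 5), adipocyte (2 and 4 of 9, or 2 and 5) and Schwann cell and neuron markers (3 and 0 of 8, or 5 and 1) were not called as lists. The lists of neutrophil, erythroid and airway epithelial markers held only 3, 4 and 1 tested genes, of which Alas2 alone was called (0.15). Among the genes tested were 0 mitochondrially encoded transcripts.

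In all, 4032 of 14721 genes tested were called in males, 1879 higher and 2153 lower (limma, 5% false discovery rate), with a median absolute log2 difference of 0.12 among them. Only 480 of these exceeded a 1.2-fold and 58 a 1.5-fold difference, and a test against a minimum fold of 1.2 called 184. Camera called 20 of 36 lists, 11 higher and 9 lower, of which 17 held with an estimated correlation.

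The same comparison in females set the libraries labelled female cardioGRKO against those labelled female floxed, with the reservation about these labels given above. The largest rise was that of Scd1, which desaturates fatty acids, at 3.58-fold (1.84 log2, SE 0.032), followed by Ucp1, the uncoupling protein of brown fat, at 3.17-fold and Fasn, the fatty acid synthase, at 2.78-fold. Car3, a carbonic anhydrase abundant in fat and muscle, rose 2.04-fold, Pck1, which makes glycerol precursors in fat, 1.80-fold and Thrsp, a regulator of lipid synthesis, 1.58-fold. Casq1 rose here too, from 10.77 ± 0.035 to 11.46 ± 0.012 (n = 3 each). So did Mybpc2, a myosin-binding protein of fast skeletal muscle, and Alas2, the heme synthesis enzyme of red cells (1.62-fold each), and Scn4b, a sodium channel subunit (1.58-fold). The atrial genes went the other way than in males, with Myl7 at -1.26, Myl4 at -1.17, Nppa at -1.05 and Mybphl at -1.01. The peptide transporter Slc15a2 changed by -1.03 and the kinase Sbk3 by -1.02. Falls are ranked here only among genes whose cardioGRKO libraries all lay on 1 side of the floxed ones. This leaves out Krt12, Krt5 and Aldh3a1, whose libraries overlapped between the labels. The 4 other largest such falls were of the protease inhibitor A2m (-1.63) and Lypd2 (-1.33), Evpl (-1.18) and Slurp1 (-1.04), genes of surface epithelia. Their SDs among the libraries labelled female floxed, of which 2 held epithelial transcripts, were 0.898 to 1.28. Without those 2 libraries Evpl and Slurp1 stood at -0.048 and -0.049 (adjusted p = 0.47 and 0.31). Without the library labelled female floxed 2 alone, A2m, Lypd2, Evpl and Slurp1 stood at -1.10, -0.81, -0.78 and -0.65.

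Glucocorticoid-induced genes fell in these libraries in the same proportion as in males, 17 lower and 9 higher of 37 (median -0.043, camera adjusted p = 0.0073, and 0.032 with an estimated correlation). Without the library labelled female floxed 3 the median was -0.026, and without the 2 labelled female floxed with epithelial transcripts -0.075. Per1 and Dusp1 changed by -0.56 and -0.53 and Tsc22d3, also known as Gilz, by -0.36, whereas Pdk4, a kinase that restrains glucose oxidation, rose by 0.50. Fkbp5 was 7.85 under the floxed and 7.67 under the cardioGRKO label (adjusted p = 0.00042). Of the 17 members called lower in males, 10 were also called lower in females (Ddit4, Errfi1, Fam107a, Fkbp5, Hif3a, Klf9, Per1, Sgk1, Sult1a1 and Trim63). Another 4 were called higher (Angptl4, Mt1, Mt2 and Ptgds) and 3 were not called. These genes are named after their values were seen. Among receptors, chaperones and ligand enzymes 5 of 12 rose and 1 fell (median 0.047, adjusted p = 0.0058, but 0.066 with an estimated correlation), the rises including Nr3c1 and the chaperones Hsp90ab1 (0.22) and Hsp90aa1 (0.17).

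Fatty acid oxidation genes rose in 23 of 29 cases and fell in 4 (24 and 4 adjusted over the list alone; median 0.14, camera adjusted p = 5.9e-11, and 0.0017 with an estimated correlation), with Lpl, Hadha and Cd36 at 0.34, 0.31 and 0.25. Adipocyte markers rose in these libraries too, as given below. Whether fat in the samples contributed to the rise of fatty acid oxidation genes was not tested. Interferon genes rose in 13 of 25 with 0 lower (14 and 0 adjusted over the list alone; median 0.088, adjusted p = 8.2e-06), Oas2 by 0.33. Genes of mitochondrial quality and dynamics rose in 12 of 22 with 0 lower (12 and 2 adjusted over the list alone; median 0.072, adjusted p = 0.0036), Mfn2 by 0.23. Matrix genes fell in 18 of 35 with 1 higher (21 and 1 adjusted over the list alone; median -0.077, adjusted p = 1.1e-07), Fmod, Postn and Thbs1 by 0.74, 0.43 and 0.37. Immediate early genes, which respond to stimulation within minutes, fell in 12 of 24 with 1 higher (median -0.073, adjusted p = 1.1e-06), Nr4a1, Fos and Egr1 by 0.78, 0.74 and 0.70. Without the 2 libraries labelled female floxed that held epithelial transcripts their median was -0.024 and that of mitochondrial quality and dynamics 0.047. Clock genes fell in 8 of 20 with 2 higher (8 and 3 adjusted over the list alone; median -0.059, adjusted p = 0.0023), the repressors Nr1d1 and Nr1d2 by 0.52 and 0.36 and Dbp by 0.51. These 5 calls beside fatty acid oxidation held with an estimated correlation, at adjusted p between 0.019 and 0.034.

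Oxidative phosphorylation genes rose in 13 of 29 cases and fell in 2 (14 and 2 adjusted over the list alone), with a median of 0.048 that turned to -0.017 after quantile normalization (camera adjusted p = 0.00031, but 0.12 with an estimated correlation). Further calls were lost with an estimated correlation, whose adjusted p stands second for each list. Glycolysis had 12 of 23 genes higher and 3 lower (median 0.054, and 0.0094 after quantile normalization, adjusted p = 0.0047 and 0.12) and sarcomere 11 of 23 higher and 4 lower (median 0.033, and 0 after quantile normalization, adjusted p = 0.047 and 0.44). The integrated stress and unfolded protein response had 7 of 23 higher and 2 lower (0.026, 0.027 and 0.11) and proliferation 8 of 23 higher and 0 lower (0.040, 0.012 and 0.11). Endothelium had 6 of 12 higher and 2 lower (0.062, 0.039 and 0.31), B cell 4 of 6 higher (5 adjusted over the list alone; 0.071, 0.013 and 0.11) and skeletal muscle 4 of 6 higher and 1 lower (0.14, 0.013 and 0.066). The sarcomere call was also lost with the replicate number as a block within sex (camera, adjusted p = 0.055). It was lost too without the library labelled female floxed 1 or 2, or female cardioGRKO 1 or 2 (0.067 to 0.118). The calls of glycolysis and endothelium were lost after quantile normalization too (adjusted p = 0.70 and 0.34), and those of sarcomere and endothelium without the 2 libraries labelled female floxed with epithelial transcripts (0.59 and 0.13). In these lists the chaperones Hsp90b1 and Hspa5 of the endoplasmic reticulum rose by 0.47 and 0.31, the proliferation marker Mki67 by 0.28 and Atp2a1 by 0.41. Fetal and hypertrophy genes rose in 10 of 19 cases and fell in 6 (10 and 7 adjusted over the list alone). Their median of 0.13 and mean of -0.065 differed in sign, and the list was not called (camera adjusted p = 0.28). Acta1, the skeletal actin, rose by 0.42 and Nppb from 11.91 to 12.41, while Nppa, Myl4 and Mybphl fell. Calcium handling (5 higher and 8 lower of 24), ion channels and connexins (7 and 8 of 26, or 8 and 8), inflammatory mediators (2 and 8 of 24), apoptosis (4 and 4 of 24, or 4 and 5) and p53 targets (7 and 4 of 22) were not called. Nor were prostaglandin and leukotriene genes (2 and 6 of 19), sex-linked genes (0 and 2 of 10) and sex steroid receptors and targets (1 and 1 of 8). Antioxidant genes (8 and 2 of 22, or 9 and 3) were not called either. Ribosomal proteins (6 and 1 of 30) were not called, but were with the replicate number as a block within sex (camera, adjusted p = 0.0497). Of these, ribosomal proteins (median 0.062 in place of 0.028), p53 targets and antioxidant genes were called higher without the 2 libraries with epithelial transcripts (adjusted p = 0.0079, 0.0498 and 0.046).

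Among the marker lists, all 10 atrial markers fell in the libraries labelled female cardioGRKO (median -0.998, camera adjusted p = 2.2e-23). Of the adipocyte markers 8 of 9 rose with 0 lower (median 0.45, adjusted p = 9.3e-12), with Pck1 and Ucp1 as above and Cfd and Adipoq at 0.59 and 0.45. Epicardial and mesothelial markers fell in 5 of 7 cases (median -0.24, adjusted p = 2.8e-05), Msln and Upk3b by 0.46 and 0.44. All 4 erythroid markers tested were called higher, with a median of 0.38. Without the 2 libraries labelled female floxed with epithelial transcripts the epicardial median was -0.19 and the atrial median -0.996. The atrial, adipocyte and epicardial calls held with an estimated correlation, at adjusted p = 0.00017, 0.0014 and 0.014. Cardiomyocyte (6 higher and 1 lower of 15, or 7 and 1), fibroblast (5 and 4 of 12, or 5 and 5), smooth muscle and pericyte (3 and 4 of 10, or 4 and 4), macrophage (4 and 3 of 13), T and NK cell (1 and 0 of 5, or 3 and 0) and Schwann cell and neuron markers (1 and 1 of 8) were not called as lists. Of the 3 neutrophil markers tested 2 were called higher.

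Between the libraries labelled female, 4309 of 14721 genes were called, 2241 higher and 2068 lower, of which 400 exceeded a 1.2-fold and 81 a 1.5-fold difference (limma, 5% false discovery rate). Without the 2 libraries that held epithelial transcripts 2734 were called, 1485 higher and 1249 lower. Over all libraries, a test against a minimum fold of 1.2 called 93. Camera called 19 lists, 13 higher and 6 lower, of which 10 held with an estimated correlation.

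**Figure D2:**
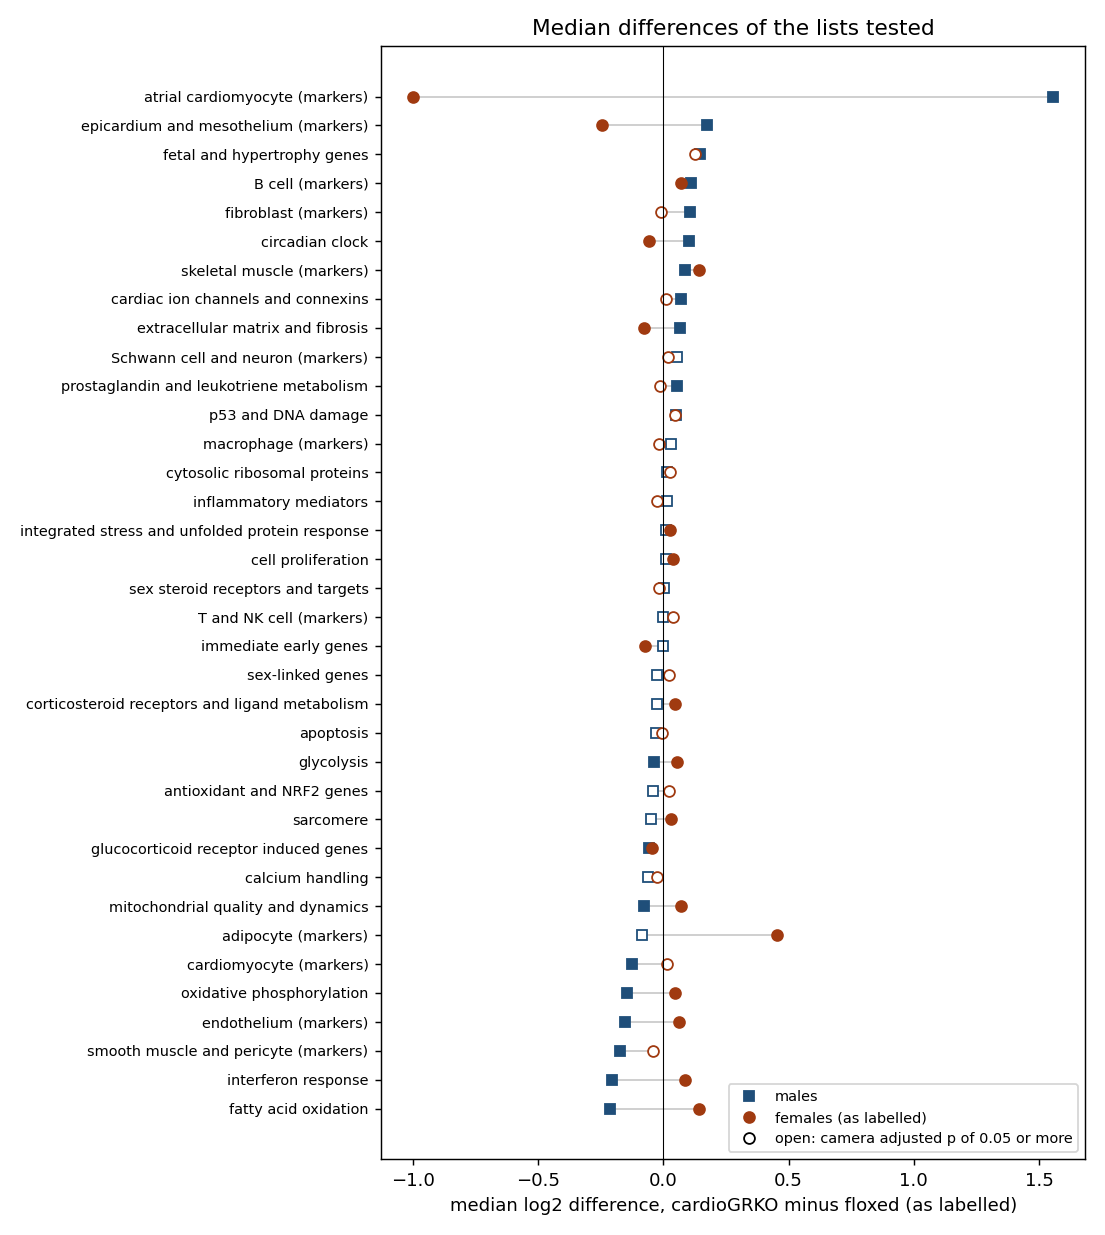
Median log2 difference of each of the 36 lists tested (horizontal axis), cardioGRKO minus floxed, in males (squares) and in the libraries labelled female (circles); open symbols have a camera adjusted p of 0.05 or more. Atrial markers lie at 1.56 in males and -0.998 in females, fatty acid oxidation at -0.21 and 0.14, the interferon response at -0.21 and 0.088, and glucocorticoid-induced genes at -0.056 and -0.043.

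Whether the difference depends on sex was tested with the interaction, the male minus the female difference, which keeps the reservation about the labels of the female groups. Atrial genes headed it, at 3.90 for Nppa (SE 0.025), 3.17 for Bmp10, 2.92 for Myl4, 2.81 for Dkk3, 2.79 for Myl7, 2.58 for Sln and 2.40 for Mybphl. In the other direction stood Ucp1 at -2.14, Scd1 at -2.13, Fasn at -1.44, Car3 at -1.36 and Pck1 at -1.18. With them stood Ogdhl at -2.03, Ptgds at -1.43, Bdh1 at -1.25, Mgst1 at -1.03 and Iigp1 at -0.98. Ogdhl was 9.94 ± 0.034 and 9.93 ± 0.033 in the libraries labelled female floxed and female cardioGRKO, near the 10.04 ± 0.048 of male cardioGRKO hearts and below the 12.09 ± 0.020 of male floxed hearts (n = 3 each). Krt12, Krt5 and Aldh3a1 also ranked among the largest, at 3.67, 3.28 and 3.22, but with SEs of 1.15 to 1.28. Without the 2 libraries labelled female floxed with epithelial transcripts they stood at 0.20, 0.046 and 0.054 (adjusted p = 0.62, 0.88 and 0.86). Leaving out any 1 library, except the one labelled female floxed 3 and, for Krt12, the one labelled female cardioGRKO 1, ended their calls as well, although the differences stayed at 2.21 to 3.81.

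By the interaction, 10 of 10 atrial markers were higher (median 2.68, camera adjusted p = 8.9e-25), as were 22 of 35 matrix genes with 1 lower (25 and 1 adjusted over the list alone; 0.18, 6.1e-10). So were 11 of 20 clock genes with 3 lower (0.17, 0.00011), 7 of 24 immediate early genes with 1 lower (0.082, 0.00019) and 5 of 7 epicardial markers (0.55, 2.1e-05). Lower were 24 of 29 fatty acid oxidation genes with 3 higher (-0.36, 9.5e-16), 27 of 29 oxidative phosphorylation genes (-0.20, 4.5e-16) and 24 of 25 interferon genes (25 adjusted over the list alone; -0.27, 4.4e-15). Lower too were 13 of 22 genes of mitochondrial quality and dynamics (-0.15, 2.8e-05) and 7 of 9 adipocyte markers with 1 higher (-0.46, 4.4e-07). These 10 calls held with an estimated correlation, at adjusted p up to 0.049 for the immediate early genes. The immediate early and epicardial medians were 0.036 and 0.36 without the 2 libraries labelled female floxed with epithelial transcripts. Cd36 and Lpl differed by -0.60 and -0.72, Oas2 by -0.79, Per3 and Dbp by 1.03 and 1.07, Nr4a1 and Fos by 1.21 and 0.96 and Fmod by 1.01. Called but lost with an estimated correlation, whose adjusted p stands second, were 6 lists. Receptors, chaperones and ligand enzymes were lower in 6 of 12 cases with 1 higher (-0.11, 0.0070 and 0.066), glycolysis in 15 of 23 with 3 higher (-0.092, 0.00011 and 0.061), endothelium in 10 of 12 with 1 higher (-0.27, 9.7e-06 and 0.061) and smooth muscle and pericyte markers in 7 of 10 with 2 higher (-0.15, 0.041 and 0.12). Sarcomere was lower in 12 of 23 with 5 higher (13 and 5 adjusted over the list alone; -0.12, 0.012 and 0.32) and cardiomyocyte in 10 of 15 with 2 higher (11 and 2 adjusted over the list alone; -0.16, 1.3e-05 and 0.13), and both medians were 0 after quantile normalization. Sarcomere was then called higher (adjusted p = 0.045), against its direction here, and cardiomyocyte was not called (0.57). The calls of receptors, chaperones and ligand enzymes, glycolysis (median -0.020) and smooth muscle and pericyte markers were lost as well (adjusted p = 0.092, 0.55 and 0.16). Glucocorticoid-induced genes were not called as a list (13 higher and 11 lower of 37, median 0.011, adjusted p = 0.70), although Ptgds, Dusp1 and Per1 differed by -1.43, 0.52 and 0.47. In all, 4612 genes were called in the interaction, 2105 higher and 2507 lower, 1118 of them over 1.2-fold and 164 over 1.5-fold (limma). A test against a minimum fold of 1.2 called 420.

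Of the genes called in each sex, 1841 were called in both, 580 in the same and 1261 in opposite directions. Genes higher in male cardioGRKO hearts and lower in the libraries labelled female cardioGRKO numbered 537 against 264 for independent lists (odds ratio 2.96, Fisher's exact test, adjusted p = 2.0e-70), and those lower in males and higher in females 724 against 328 (odds ratio 3.69, adjusted p = 3.1e-121). The same direction was taken by 331 higher genes against 286 (odds ratio 1.22, adjusted p = 0.0025) and by 249 lower genes against 302 (odds ratio 0.77, adjusted p = 0.00038). The odds ratio of shared higher genes was 1.11 with a stricter filter (adjusted p = 0.11). That of shared lower genes turned to 1.10 without the 2 libraries labelled female floxed with epithelial transcripts and to 1.09 without the filter on low values. These tests treat genes as independent, which they are not. The male and female differences correlated at r = -0.198 (Pearson) and -0.151 (Spearman) across 14721 genes, which are not independent replicates. Of the 100 relabellings of the libraries within each sex, the real one included, 8 gave a Pearson correlation as large in absolute value.

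**Figure D3:**
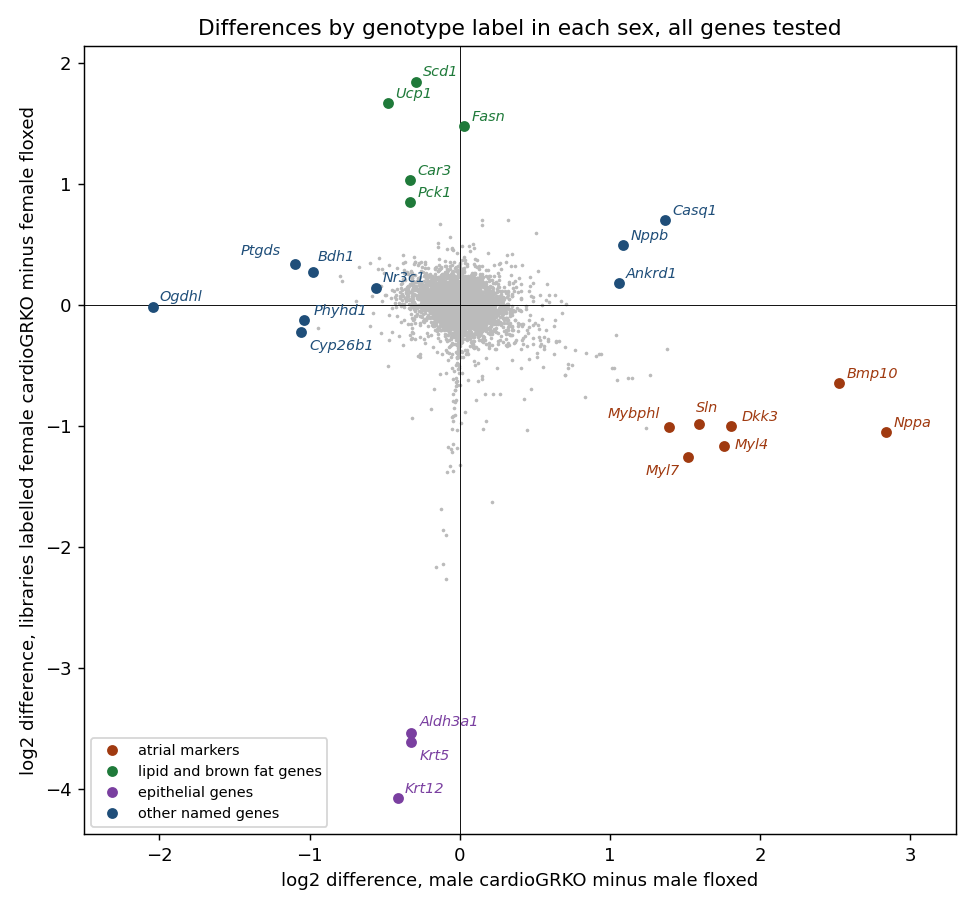
Log2 difference of each of the 14721 genes tested between male cardioGRKO and male floxed libraries (horizontal axis) and between the libraries labelled female cardioGRKO and female floxed (vertical axis), with named genes coloured by group. Atrial markers lie at the lower right (Nppa at 2.84 and -1.05), Casq1 and Nppb at the upper right, Scd1, Ucp1 and Fasn at the top, and Krt12, Krt5 and Aldh3a1, high in 2 libraries labelled female floxed, at the bottom.

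The average of the male and the female difference, which depends on the female labels as well, is given for genes whose libraries separated by label in both sexes, 10 in each direction. Casq1 rose by 1.03, Nppb by 0.79, Ankrd1 by 0.62 and Cfd, an adipocyte protease also called adipsin, by 0.55. Mybpc2 rose by 0.51, Alas2 by 0.42, Scn4b by 0.41, Klhdc7a by 0.40, Atp2a1 by 0.38 and Phlda3 by 0.37. Cyp26b1 changed by -0.64, Phyhd1 by -0.58, Csdc2 by -0.57, the immediate early gene Egr1 by -0.44 and Art3 by -0.39. Ddit4 changed by -0.38, Efnb3 by -0.38, Sgk1, the serum and glucocorticoid-regulated kinase, by -0.36 and the chloride channel Clcn1 by -0.35. Tmprss11a, an epithelial protease, stood at -0.48 (adjusted p = 0.044) and at -0.032 without the 2 libraries labelled female floxed with epithelial transcripts (adjusted p = 0.20). Leaving out any 1 library other than the one labelled female floxed 3 ended its call as well, although the difference stayed at -0.32 without female floxed 2 and at -0.42 to -0.49 otherwise. SEs of these genes were 0.012 to 0.026, and 0.166 for Tmprss11a.

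Glucocorticoid-induced genes fell in 19 of 37 cases and rose in 8 on average (21 and 8 adjusted over the list alone; median -0.062, camera adjusted p = 0.00012, and 0.011 with an estimated correlation). Fetal and hypertrophy genes rose in 12 of 19 with 3 lower (13 and 4 adjusted over the list alone; 0.19, 3.1e-09) and p53 targets in 10 of 22 with 3 lower (10 and 4 adjusted over the list alone; 0.041, 0.0011). Stress and unfolded protein response genes rose in 11 of 23 with 1 lower (0.024, 0.0020), and adipocyte, B cell and skeletal muscle markers in 9 of 9, 6 of 6 and 4 of 6 cases (1.0e-09, 1.7e-06 and 0.00050). Immediate early genes fell in 11 of 24 with 2 higher (13 and 2 adjusted over the list alone; -0.057, 6.1e-05) and interferon genes in 12 of 25 (13 adjusted over the list alone; -0.054, 1.8e-05). Atrial markers were called higher on average (9 of 10 with 1 lower, median 0.27, adjusted p = 2.3e-11). The atrial and interferon averages, like those of oxidative phosphorylation and fatty acid oxidation below, are means of opposite male and female differences. These calls held with an estimated correlation, at adjusted p of at most 0.035. The immediate early median was -0.023 and that of the stress response 0.040 without the 2 libraries labelled female floxed with epithelial transcripts. With an estimated correlation the calls of 5 further lists were lost, namely oxidative phosphorylation (16 lower and 1 higher of 29, or 17 and 1), fatty acid oxidation (14 and 4 of 29), proliferation (1 and 6 of 23, or 2 and 7), cardiomyocyte (7 and 3 of 15) and smooth muscle and pericyte markers (5 and 2 of 10, or 6 and 2). Their adjusted p rose from 4.0e-07, 0.0072, 0.0076, 0.018 and 0.014 to 0.054, 0.054, 0.092, 0.38 and 0.072. In all, 3620 genes were called, 1801 higher and 1819 lower, of which 122 exceeded a 1.2-fold and 24 a 1.5-fold difference (limma). This balance depended on the scaling, with 1576 higher and 2181 lower after median centring and 1918 and 1657 after quantile normalization. A test against a minimum fold of 1.2 called 35.

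Between the sexes, the libraries labelled female floxed differed from male floxed hearts in Xist, at 5.23, and in Ddx3y, Eif2s3y, Uty and Kdm5d, at -3.50, -3.05, -1.75 and -1.45. They also had more Nppa and Bmp10, by 2.71 and 2.36, and less Ogdhl (-2.15), Scd1 (-1.70), Ptgds (-1.34), Bdh1 (-1.22), Mgst1 (-1.16) and the complement component C7 (-1.10). The epithelial genes Krt12, Krt5, Aldh3a1, Aqp5, Calml3, Asprv1 and Krt6a were 1.90 to 4.18 higher. Without the 2 libraries labelled female floxed with epithelial transcripts Aqp5, Calml3, Asprv1 and Krt6a stood at 0.061, 0.0087, 0.049 and 0.024. Atrial markers were called higher in 10 of 10 cases (median 0.96), glucocorticoid-induced genes in 19 of 37 with 8 lower (20 and 10 adjusted over the list alone; 0.10) and immediate early genes in 15 of 24 with 0 lower (16 and 0 adjusted over the list alone; 0.13). Fatty acid oxidation genes were lower in 22 of 29 with 5 higher (-0.30), interferon genes in 25 of 25 (-0.22) and adipocyte markers in 8 of 9 (-0.24). Each of these 6 lists was called by camera, with adjusted p up to 0.0018, and up to 0.020 with an estimated correlation. In this comparison 6502 genes were called, 3162 higher and 3340 lower (limma), and a test against a minimum fold of 1.2 called 386.

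The libraries labelled female cardioGRKO differed from male cardioGRKO hearts in the same sex-linked genes and in 3568 genes in all, 1748 higher and 1820 lower. They had more Ucp1, Pdk4, Ucp3, Car3 and Angptl4, by 1.18, 1.16, 0.88, 0.81 and 0.78. Per1, Fasn, Cdkn1a and Kdm5c, an X-linked gene that escapes inactivation, were higher by 0.74, 0.61, 0.60 and 0.57. They had less of the atrial genes Myl7 (-1.91), Myl4 (-1.89), Mybphl (-1.53), Sln (-1.50) and Dkk3 (-1.40) and of Sbk3 (-1.27). Atrial markers were lower in 9 of 10 cases with 1 higher (median -1.29, camera adjusted p = 2.4e-21), and glucocorticoid-induced genes higher in 15 of 37 with 8 lower (18 and 9 adjusted over the list alone; 0.063, 0.00014). By this comparison fatty acid oxidation genes were higher in 17 of 29 with 1 lower (20 and 1 adjusted over the list alone; 0.11, 5.8e-09) and interferon genes in 12 of 25 (13 adjusted over the list alone; 0.092, 2.6e-05). All 4 calls held with an estimated correlation, at adjusted p up to 0.018. A test against a minimum fold of 1.2 called 117 genes.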

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

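The tests weighed in this part were chosen after the results were seen, except the relabellings of the libraries. Each result given here was set apart because the male and the female difference between cardioGRKO and floxed libraries, as labelled, differed by the interaction test.

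The interaction called 4612 genes. Nr3c1 itself differed by -0.70. The largest positive interactions were Nppa at 3.90, Krt12 at 3.67, Krt5 at 3.28, Aldh3a1 at 3.22, Bmp10 at 3.17, Myl4 at 2.92, Dkk3 at 2.81, Myl7 at 2.79, Sln at 2.58 and Mybphl at 2.40. Krt12, Krt5 and Aldh3a1 fell to 0.20, 0.046 and 0.054 without the 2 libraries labelled female floxed with epithelial transcripts. The largest negative ones were Ucp1 at -2.14, Scd1 at -2.13, Ogdhl at -2.03, Fasn at -1.44, Ptgds at -1.43, Car3 at -1.36, Bdh1 at -1.25, Pck1 at -1.18, Mgst1 at -1.03 and Iigp1 at -0.98. Among the lists, median interactions were positive for atrial markers (2.68), epicardium and mesothelium (0.55), extracellular matrix (0.18), circadian clock (0.17) and immediate early genes (0.082). They were negative for adipocyte markers (-0.46), fatty acid oxidation (-0.36), endothelium (-0.27), interferon response (-0.27), oxidative phosphorylation (-0.20), cardiomyocyte (-0.16), smooth muscle and pericyte (-0.15), mitochondrial quality and dynamics (-0.15), sarcomere (-0.12), corticosteroid receptors and ligand metabolism (-0.11) and glycolysis (-0.092, but -0.020 and not called after quantile normalization). With an estimated correlation the calls of endothelium, cardiomyocyte, smooth muscle and pericyte, sarcomere, corticosteroid receptors and glycolysis were lost. After quantile normalization the sarcomere and cardiomyocyte medians were 0, and sarcomere was called higher (camera, adjusted p = 0.045). The cardiomyocyte, smooth muscle and receptor calls were then lost. Without the 2 libraries labelled female floxed with epithelial transcripts, the epicardial and immediate early medians were 0.36 and 0.036. Of 100 relabellings of the libraries within each sex, only the real one called as many genes by the interaction. The highest other count, 3620, came from the relabelling that swaps both female groups, whose interaction is the average of the real labels, so chance in how these libraries were grouped is excluded as the source of the count. It does not cover chance between animals, if libraries of a group are repeats of 1 RNA sample.

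The first pattern weighed is that Nr3c1 is not lower in the libraries labelled female cardioGRKO. Epithelial RNA in 2 libraries labelled female floxed is argued against as the whole cause, since with an epithelial score as a covariate the Nr3c1 difference stayed above 0, at 0.0999 (SE 0.036). A swap of the labels of both female groups cannot be told apart from a difference by sex, since the values go both ways. Of the 17 glucocorticoid-induced genes called lower in males 58.8% were also called lower in the libraries labelled female cardioGRKO, which a swap would not give, and 4 were called higher. Over all genes 1261 of the 1841 shared calls were opposite in direction and 580 the same, which a swap would give. Nr3c1 itself was 10.88 under the female cardioGRKO label, near male cardioGRKO (10.85) and below male floxed hearts (11.41). A swap alone would not give that level, unless floxed hearts differ by sex. Whether the libraries labelled female floxed lack the receptor as male cardioGRKO hearts do cannot be told apart from a sex difference of floxed hearts. The test took 76 genes called in males with a change of at least 0.5, outside the atrial, epicardial and epithelial lists and without Nr3c1. Between male floxed (0) and male cardioGRKO (1), those libraries lay at a median position of 0.81, which both explanations allow, and those labelled female cardioGRKO at 0.63. By direction in males, the 21 lower genes lay at 1.06 and 0.97 and the 55 higher genes at 0.71 and 0.43. Receptor targets went against a missing receptor. Fkbp5 was 7.85 in the libraries labelled female floxed, nearer to male floxed (7.89) than to male cardioGRKO hearts (7.67), and 19 of 37 glucocorticoid-induced genes were called higher than in male floxed hearts (median 0.10). A sex difference that raises these genes would hide the loss, so they do not decide. Whether the male floxed libraries are the atypical group was not tested.

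The second pattern is that atrial markers rise in male cardioGRKO hearts and fall in the libraries labelled female cardioGRKO. A stress response of ventricular muscle that includes atrial genes is argued against for females, since the 16 tested fetal and hypertrophy genes that are not atrial markers had a median of 0.156 there, opposite to the atrial markers, with 10 higher and 3 lower. A different share of atrial tissue in the samples cannot be told apart from an effect on atrial genes that differs by sex. Such an effect, of the deletion or of Cre, was not tested. Epicardial and mesothelial markers moved with the atrial ones, at -0.24 in females and 0.17 in males. Kcna5, however, fell in males (-0.26). Against male floxed hearts, Nppa and Bmp10 were 1.65 and 1.71 higher in the libraries labelled female cardioGRKO, while Myl4, Myl7 and Mybphl stood at -0.13, -0.38 and -0.13. Sln, Stard10, Dkk3, Gja5 and Kcna5 lay between, at 0.096, 0.063, 0.41, 0.058 and 0.16. A share of atrial tissue alone would not move these markers in opposite directions. The contrast mixes sex and genotype, however, so it does not decide.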

How the results depend on the processing

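The alternatives without the 2 libraries labelled female floxed with high Krt12, and with an epithelial score as a covariate, were chosen after the data were seen. Each pair of a result and an alternative was rated. Of the pairs of main results 273 of 301 were rated the same, with 13 weaker, 3 stronger, 12 moved and 0 reversed. Most main results are counts, for which this rating allowed changes of size. A fall from 6502 to 4734 calls between the floxed sexes without the 2 libraries was rated the same. Of the pairs of named genes 12311 of 12987 kept direction and side of the threshold (654 weaker, 6 stronger, 3 moved, 13 reversed). Of those of lists 1920 of 2124 did (45 weaker, 95 stronger, 54 moved, 10 reversed), and of odds ratios 87 of 92 (3 weaker, 2 reversed). A minimum fold of 1.2 called 184 genes in males, 93 in females, 420 in the interaction, 35 on average and 386 and 117 between the sexes in floxed and cardioGRKO hearts, left 3 calls shared in direction and 35 opposite, and ended the call of Nr3c1 in females (0.14, adjusted p = 1), because most calls are smaller than that fold. Females had 2734 calls without the 2 libraries, where the lone library labelled female floxed is assumed to vary like the other groups, and 2730 with the covariate. Leaving out 1 library gave 3391 to 3600 calls in males, 3393 to 4077 in females, 4133 to 4907 in the interaction, 3146 to 3843 on average and 5714 to 6141 and 2735 to 2999 between the sexes. It gave Pearson correlations of -0.229 to -0.154 and rank correlations of -0.155 to -0.141. The rank correlation was -0.127 without a filter, -0.159 with a stricter one, -0.122 after quantile normalization and -0.135 without the 2 libraries, where Pearson's was -0.270. The balance of higher and lower calls depended on the scaling. After median centring 1607 were higher and 2591 lower in males, 2216 and 2095 in females and 2622 and 3874 between the floxed sexes. By fry 32, 31 and 28 lists were called in males, the interaction and the average, and by an estimated correlation 10 each in females and the interaction. Quantile normalization turned Fkbp4 (0.00081), Myl3 (0.051) and Atp5a1 (0.055) in males, Atp5a1 in females (-0.082) and in the interaction (0.14), and Myl3 on average (0.019). It also called sarcomere higher in males and in the interaction. It turned the medians of sarcomere in males (0.046), of cardiomyocyte on average (0.013) and of oxidative phosphorylation in females (-0.017). The medians of sarcomere in females and the interaction, and of cardiomyocyte in males and the interaction, became 0. Genes of the same rank in all libraries get equal values by this method, so medians of 0 cannot show that a change is absent. After it, calcium handling in females (adjusted p = 0.0035), the stress response in males (0.041) and fetal genes, calcium handling, ion channels, fibroblast and T and NK cell markers in the interaction (0.0080, 0.018, 0.045, 0.014 and 0.032) were called in addition. Without the 2 libraries, fetal genes, antioxidant genes and fibroblast markers in the interaction (0.015, 0.037 and 0.027) and ribosomal proteins, fibroblast and endothelial markers on average (0.0062, 0.014 and 0.036) were. The covariate turned Evpl (0.015) and Slurp1 (0.027) in females, Tmprss11a on average (0.021) and, between floxed sexes, Aqp5 (-0.045), Calml3 (-0.087), Asprv1 (-0.073) and Krt6a (-0.070). The odds ratio of calls lower in both sexes was 1.09 without a filter and 1.10 without the 2 libraries. Fry took the other direction than camera for calcium handling in males (median -0.062) and on average (0.00065) and for fetal genes in females (0.13). Except where stated, the cause was not tested. A pseudocount of 8 and count models were not run, because the deposited values cannot be turned back to counts. Same-numbered libraries correlated at -0.056 to 0.066 in males and -0.110 to 0.148 in females, so the numbers do not pair them. As a block over 12 libraries they gave 3974, 4200, 4560, 3589, 6418 and 3417 calls in the order above, and within sex 3752, 3988, 4428 and 3407 for the first 4.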

Other observations

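The counts of other groupings reported in this part were planned, and the list tests of the sex comparisons and the tests of the spread between libraries were chosen after the data were seen. Between the groups of 3 libraries only 10 splits exist, too few to exclude chance. The real split was the only 1 of 10 with as many calls in males (4032, highest other 1), in females as labelled (4309, highest other 0), between the sexes in floxed hearts (6502, highest other 0) and between the sexes in cardioGRKO hearts (3568, highest other 0). For the average of both sexes, 2 of 100 relabellings called as many genes as the real 3620. The other, with 4612, swaps both female groups, so its average is the real interaction, and chance in how these libraries were grouped is excluded as the source of the count. It does not cover chance between animals, if libraries of a group are repeats of 1 RNA sample. For the correlation of the male and the female difference, -0.198, 8 of 100 relabellings were as large in absolute value, and the highest other was 0.218, so chance is not excluded.

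The sex comparisons held further list results. The libraries labelled female floxed had lower oxidative phosphorylation genes than male floxed hearts in 24 of 29 cases (median -0.15, camera adjusted p = 1.5e-11, and 0.020 with an estimated correlation) and higher matrix genes in 20 of 35 with 1 lower (0.12, 5.1e-07 and 0.035). The libraries labelled female cardioGRKO had higher adipocyte markers than male cardioGRKO hearts in 7 of 9 cases with 1 lower (0.21, 1.9e-05 and 0.012) and lower clock genes in 8 of 20 (-0.047, 0.0039 and 0.032).

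Libraries of a group differed by about 2% at most genes. A single library deposited 3 times is argued against, with 0 identical values between libraries of a group among the 14721 genes tested. Whether shrinkage of the deposited values made the differences small cannot be told apart from low variation, because counts and depth could not be recovered. If 2 to the power of a value is taken as a count, the variance within groups was 0.25 to 0.33 times counting noise at log2 levels of 8 to 9. It was 0.49 to 0.61 times at 9 to 10 and 2.37 to 4.98 times at 13 to 14. Libraries made repeatedly from 1 RNA sample or pool are argued against for the group labelled female floxed, unless epithelial RNA entered single libraries later. Among them 26 epithelial genes ranged by a median of 1.26 log2, against at most 0.060 in the other groups. Krt12 ranged by 5.63 among them and by 1.22 among the libraries labelled female cardioGRKO. In male floxed and male cardioGRKO libraries it ranged by 0.50 and 0.15. For the other 3 groups such repeats stay open. There 29 genes that respond to handling and time of day had 1.12 times the SD of genes of like abundance (median). Over all 4 groups, the SD of their group means was 3.75 times their SD within groups (median). For all 7548 genes compared it was 1.68 times. Whether handling or time of day differed between the groups was not tested, which also bears on the immediate early and clock calls. Repeated sequencing of 1 library and low variation between animals treated alike were not tested.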
